A study of Mus musculus with 4 samples. Its data were reported in "Loss of Cpt1a results in elevated glucose-fueled mitochondrial oxidative phosphorylation and defective hematopoietic stem cells" (2025).

How the data were processed

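RNA was taken from sorted mouse bone marrow cells labelled as long-term HSCs, kept in RNAlater after sorting. Per the labels, RNA was extracted with an RNeasy kit, polyadenylated RNA was selected, and directional libraries were made with the NEBNext Ultra II kit. The study's methods give an Illumina HiSeq sequencer for the RNA-seq. Control mice carried the floxed Cpt1a allele, and KO mice also carried Vav1-Cre, which deletes it in blood cells. The labels give 2 Control and 2 KO libraries with replicate numbers, and groups were taken from these labels.

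The submitters' processing notes name STAR, RSEM and the mm10 (GRCm38) build. Their versions and the gene annotation are not given in the sources used here. STAR aligns reads to the genome, and RSEM divides reads that fit several genes or transcripts among them. The deposited unit used for testing was the expected count per gene, which RSEM estimates and which need not be whole. It was not normalized. The authors' files also give TPM, in which every library is scaled to the same sum and gene length is taken into account, and it was used here for levels and for limma. RSEM's effective length, and its posterior mean count and posterior SD, were read from the same deposited files. RSEM's split of shared reads can move counts between near-identical gene models. The strand setting of the counting is not given in the sources used here.

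Each file held 55401 gene models. GENCODE release M21 gave symbols and positions to 55141 of them, 54349 with the same version, and 260 were left without a symbol. These 260 held at most 0.00577% of the counts of a library. Mitochondrial genes took 1.40% to 1.66% of the counts. Replicates differed beyond counting noise in 72.7% of genes in Control and 70.6% in KO, so none was counted as a repeat of another. The correlation of log2 CPM between replicates, across genes, was 0.895 in Control and 0.938 in KO. Genes are not independent replicates. Y-linked genes were found in all 4 libraries (Ddx3y at 66.3 to 86.6 CPM) and Xist at 0 to 0.675 CPM.

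Expected counts were rounded to whole numbers and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust=TRUE), with genotype as the only term. TMM factors were 0.985 to 1.01. Genes were filtered with filterByExpr at its default minimum count of 10, which left 14635 genes. The common dispersion was 0.222, a biological coefficient of variation of 0.471, with a median of 5.91 prior degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over these genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. In the gene lists, members were counted at an adjusted p under 0.05 with no fold limit. The study's threshold has the same fold limit with an unadjusted p under 0.05. All tests were two-sided. The SE of a log2 fold change is its unshrunk coefficient divided by the square root of F, and none is given where a group had no count. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, and chance alone puts both KO libraries on 1 side of both Control libraries for 33.3% of genes. The p-values thus rest on the spread pooled over genes.

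Folds against a group with no count were computed against a floor of 3 counts over the group (0.0687 CPM in Control, 0.0440 CPM in KO). Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

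Before the data were examined, 30 gene lists were fixed (pathways, cell types that a sort could hold, and quality), and 29 were tested. They are those named in the report, and the sex-linked list was given as values only. Each was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 29 lists. It asks whether members differ from the other genes. Of the 29 lists 12 passed. None of the 12 calls held with an estimated correlation, where the lowest adjusted p was 0.164. The estimate was under the preset for antioxidant defence (-0.000988), lymphoid-primed progenitor (-0.0330), mitochondrial fatty acid oxidation (-0.0204) and T cell (0.00794) lists. Correlation above the preset thus does not account for the loss of those calls. Fry, which tests whether a list's genes move on balance 1 way, passed 0 lists (lowest adjusted p = 0.0573), and fry for change in either direction passed 10. The glycolysis list has 23 genes and 24 gene models, since Aldoa has more than 1.

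Named genes followed a rule set before the data were examined. They were Cpt1a and the genes the study's text names, then the 12 called genes with the smallest p in each direction whose KO libraries both lay on 1 side of both Control libraries, then up to 4 members of each list with the smallest p. Further list members and other genes named in the text (Klf1, Gata1, Ebf1, Pax5, Il7r, Igkc, Dntt, Hdc, Fos and those first named in the closing observations, except Cd74) were chosen after their values were seen. A gene that this rule names is not reported here.

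The fit was tested on simulated counts with 200 of the 14635 genes changed for the comparison of KO with Control. It recovered 43.3% of genes changed 2-fold (29 of 67), 79.1% of those changed 4-fold (53 of 67) and 97.0% of those changed 8-fold (64 of 66). A 2-fold change lies at the fold limit of a call, so the first rate reflects that limit as well as power. Rates were not split by expression level. Of 162 calls 16 were false, more than the nominal rate of 0.05 allows. Camera with the preset correlation called 50 of 50 lists raised 1.5-fold and gave an unadjusted p under 0.05 in 0 of 200 unchanged lists. With an estimated correlation it called 0 of the 50, so that test had no power for lists of 25 genes raised 1.5-fold. Larger changes of a list were not simulated. Among the lists that passed, estimated correlations ran from -0.0330 (lymphoid-primed progenitor) to 0.785 (immediate early), against the preset of 0.01. Whether camera with the preset correlation keeps its error rate at correlations above 0.01 was not tested.

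The alternatives were DESeq2 1.42.0, RLE size factors, library size only, no filter, at least 50 counts in 2 libraries, effective lengths as an offset, thinning to the smallest total, robust=FALSE, the replicate number as a block, leaving out each library, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), no fold limit, and the list tests named above. A further pair was added after the data were seen: summing same-strand gene models whose exons overlap by at least 80%, and testing RSEM's posterior mean counts. Where a group kept 1 library, it was assumed to vary like the other group. Shared sequence was found with BLAST 2.17.0 at 98% identity over at least 50 bases. ATAC-seq of the study was not used here.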

Results

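Gene expression was measured by RNA-seq in bone marrow cells of the mouse that the labels name long-term hematopoietic stem cells (LT-HSCs), the cells at the top of blood formation. The study's text calls the sequenced cells hematopoietic stem and progenitor cells, a wider class. Control mice and mice lacking Cpt1a in the blood system (KO) were compared to ask how loss of this gene alters the transcriptome of the cells. CPT1A sits in the outer mitochondrial membrane and couples long-chain fatty acids to carnitine, the step that lets them enter the organelle for oxidation. There were 2 Control and 2 KO libraries. Their estimated counts summed to 20589218 and 23291747 in Control replicates 1 and 2, and to 34083159 and 33909781 in KO replicates 1 and 2. At least 1 count was assigned to 14358, 14742, 16657 and 15346 genes, in the same order. The KO libraries were thus the deeper ones. Values are given as mean ± SD of TPM (transcript abundance scaled to the same sum in every library, n = 2 per group), and log2 fold changes are KO over Control, from counts with no term for transcript length, so they can differ from the ratio of the TPM values. No label says that the replicates came from separate animals, so p-values measure the spread between these samples, which may be technical.

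In KO, 12 of 28 erythroid genes and 2 of 23 neutrophil genes passed the test as lower, and 12 of 22 B lineage, 6 of 21 mast cell and 4 of 12 fetal HSC genes passed as higher. These lists passed camera with its preset correlation and were lost with an estimated correlation, at an adjusted p = 0.336 for neutrophil genes and 0.164 for the others. Cpt1a itself (ENSMUSG00000024900, GRCm38 chromosome 19, 3322334 to 3385733) stood at 37.0 and 35.6 TPM in the Control libraries and at 11.5 and 19.2 TPM in the KO libraries. Its mean fell from 36.3 ± 0.997 to 15.3 ± 5.46 TPM, with a log2 fold change of -1.60 (SE 0.152, adjusted p = 0.00695). Cpt1a transcripts were therefore reduced, not absent, in both KO libraries, and the counts per gene do not show which exons the remaining reads came from. The adjusted p was 0.374 with RSEM's effective lengths as an offset, and 0.425 and 0.443 with limma on log2(TPM + 1) and log2(TPM + 0.1), where the fold changes were -1.27, -1.23 and -1.28.

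Nnt, the mitochondrial transhydrogenase that makes NADPH from NADH, is annotated as overlapping gene models on chromosome 13 that moved in opposite directions. The model ENSMUSG00000116207 (119335528 to 119408952) fell from 17.7 ± 2.40 TPM to 0 in both KO libraries by RSEM's expected counts (adjusted p = 0.00077). With RSEM's posterior mean counts, an alternative chosen after the data were seen, the log2 fold change was -2.71 (adjusted p = 0.163), and limma on log2(TPM + 1) and log2(TPM + 0.1) gave -4.22 and -7.47 (adjusted p = 0.17 and 0.277). The model ENSMUSG00000025453 (119335448 to 119408997) rose from 14.5 ± 1.29 to 33.4 ± 1.06 TPM, with a log2 fold change of 1.23 (SE 0.173, adjusted p = 0.0241). That call was lost without KO replicate 1 (adjusted p = 0.133) or KO replicate 2 (adjusted p = 0.143). The sum of both models was 32.2 ± 3.69 TPM in Control and 33.4 ± 1.06 TPM in KO. Tested as 1 feature, an alternative chosen after the data were seen, Nnt had a log2 fold change of 0.02 (SE 0.149, 95% interval -0.33 to 0.36, adjusted p = 0.992). The whole transcript sequence of ENSMUSG00000116207 (100%) was also present in the other model, so the split of reads between them is uncertain. RSEM's posterior mean for this model in KO was 310 counts with an SD of 179 in replicate 1, and 70.2 counts with an SD of 72.5 in replicate 2.

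**Figure D1:**
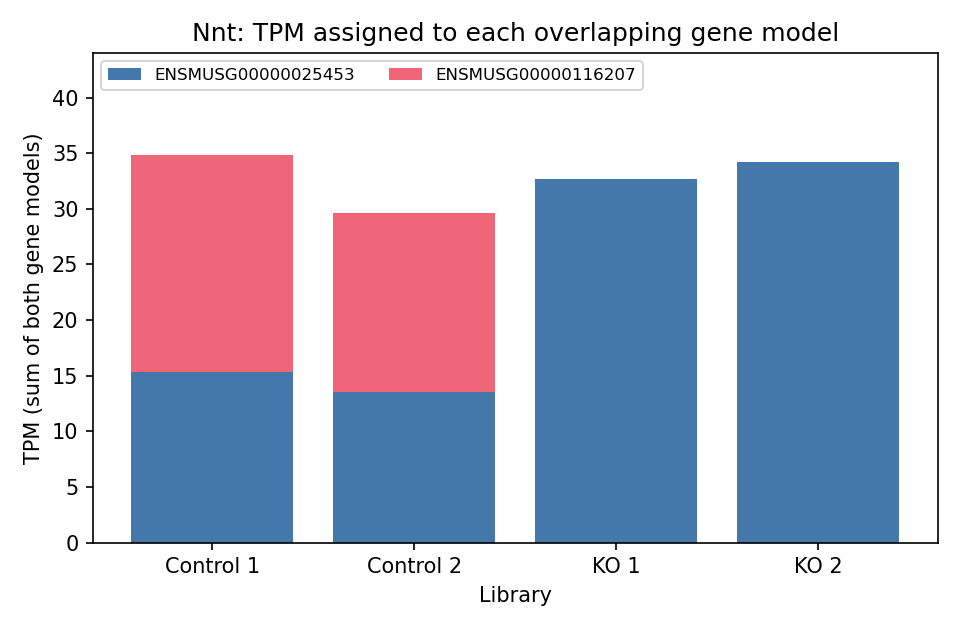
TPM assigned to each of the overlapping Nnt gene models (stacked bars, linear axis from 0) in each library. The sums of both models lie between 29.6 and 34.8 TPM, and ENSMUSG00000116207 is at 0 in both KO libraries.

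Across 14635 genes tested, 58 were higher and 26 lower in KO at an adjusted p under 0.05 and a change over 2-fold. At the threshold stated by the study, which uses unadjusted p, 357 genes were higher and 195 lower. The genes with the smallest p among those that rose were the mast cell proteases Mcpt4, Cma1 and Tpsb2, the recombinase gene Rag1, the pre-B cell receptor gene Vpreb3, and Akap12, Pde2a, Cplx2, Cecr2 and Tmem132e, besides the unnamed gene models Gm8210 and Gm49391. Those that fell were the ENSMUSG00000116207 model of Nnt, the water channel gene Aqp1, Elane, Cpt1a, Ermap, C1qtnf12, the pyruvate kinase gene Pklr, Car1, Ank1, the hexokinase gene Hk3, Rhd and the unnamed model Gm29253. Akap12 rose from 2.10 ± 0.382 to 13.4 ± 1.68 TPM (log2 fold change 2.69, SE 0.244) and Pde2a, a cyclic nucleotide phosphodiesterase, from 13.03 ± 0.424 to 52.4 ± 15.01 TPM (log2 fold change 1.98, SE 0.189). Cplx2 and Cecr2 had log2 fold changes of 2.58 (SE 0.25) and 2.77 (SE 0.27), and Tmem132e, with no count in Control, was at least 206-fold higher. C1qtnf12 fell from 108 ± 0.226 to 39.1 ± 10.4 TPM and Pklr from 39.5 ± 4.46 to 19.4 ± 9.16 TPM. With RSEM's effective lengths as an offset the log2 fold change of Cecr2 was 3.80 (adjusted p = 0.216). Of these named genes, Rhd alone lost its call without a library (KO replicate 1, adjusted p = 0.0538).

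The number of calls depended on single libraries. It was 138 higher and 115 lower without Control replicate 1, 184 and 84 without Control replicate 2, 24 and 17 without KO replicate 1, and 36 and 22 without KO replicate 2. Of the 84 calls, 83, 84, 37 and 53 remained in the same order. DESeq2 called 286 higher and 179 lower, all 84 among them, whereas RSEM's effective lengths as an offset left 3 and 1, and limma on log2(TPM + 1) left 5 and 0.

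Gm8210, named by the study, rose from 0.685 ± 0.969 to 287 ± 50.05 TPM (log2 fold change 8.58, SE 0.655, adjusted p = 0.0034). Its only transcript matched Rpl29 and 7 further gene models over at least 90% of its length, so its count is uncertain. It made up 6.29% and 7.84% of the summed count of all matching models in KO replicates 1 and 2, so their sum says little about it. In all, 7 of the 84 called genes (4 higher, 3 lower) had at least 90% of every transcript in other gene models. Nnt, Gm49391 and Gm29253 were among them. For Gm29253 the share was 91.1%, and its largest posterior SD was 109% of the mean, so its fall is uncertain. Ctla2b matched at least 90% of the sequence of Gm49391. These 2 models summed to 17.4 and 43.1 CPM in Control and to 31.6 and 28.8 CPM in KO. Gm49391 held 0%, 0%, 45.3% and 44.5% of the sum in the same order, so its count is uncertain as well. Another gene the study named, Ighg3, an immunoglobulin constant region, had 74 counts in KO replicate 1 and none in the other libraries, too few for the filter, and was not tested.

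Erythroid genes were lower in KO. Of 28 members tested, 12 fell over all genes tested and 24 adjusted over the list alone. The study chose some members on these samples, so neither count is independent evidence of the direction. The study reports more megakaryocyte/erythrocyte progenitors, early erythroid progenitors and erythroid colonies from KO bone marrow. Lower erythroid transcripts in the sorted cells thus do not show a loss of erythroid cells in the marrow. Aqp1 fell from 164 ± 12.3 to 60.1 ± 6.48 TPM (log2 fold change -1.49, SE 0.124, adjusted p = 0.00506) and Car1, a carbonic anhydrase of red cells, from 396 ± 41.5 to 138 ± 33.2 TPM (log2 fold change -1.55, SE 0.176, adjusted p = 0.0125). The blood group gene Rhd fell by 2.44 on the log2 scale (SE 0.291), the blood group gene Ermap by 1.65 (SE 0.157) and Ank1, which anchors the red cell membrane skeleton, by 1.56 (SE 0.182). Klf1, a transcription factor of red cell development, went from 59.0 ± 13.8 to 20.6 ± 2.12 TPM (adjusted p = 0.0328, but 0.106 without KO replicate 1 and 0.116 without KO replicate 2). Gata1 had a log2 fold change of -0.99 and an adjusted p of 0.0931. The median of the list was -1.56, with 27 of 28 members negative (camera, adjusted p = 2.1e-47). The list had an adjusted p = 0.164 with an estimated correlation. Car2 fell from 454 ± 23.9 to 266 ± 8.02 TPM, a call lost without KO replicate 1 (adjusted p = 0.0556).

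Of 23 neutrophil genes, 2 fell over all genes tested and 13 adjusted over the list alone. Elane, which encodes neutrophil elastase, fell from 1025 ± 192 to 369 ± 26.3 TPM (log2 fold change -1.51, SE 0.138, adjusted p = 0.00665), and Hk3 from 89.6 ± 13.3 to 37.9 ± 3.93 TPM (log2 fold change -1.30, SE 0.154, adjusted p = 0.0133). The study named Elane and Ltf from these samples, so the list is not independent evidence. Ltf, the lactoferrin gene, had 214 ± 7.30 TPM in Control and 87.5 ± 31.9 TPM in KO (log2 fold change -0.97, SE 0.191) and missed the threshold (adjusted p = 0.103). Mpo, the myeloperoxidase gene, had 2575 ± 543 and 1739 ± 142 TPM (adjusted p = 0.132). The list's median was -0.62, with 19 members negative and 4 positive (camera, adjusted p = 2.0e-15), and its adjusted p = 0.336 with an estimated correlation. Without Control replicate 1 the median was -0.23.

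B lineage genes were higher in KO. Of 22 members tested, 12 rose over all genes tested, and adjusted over the list alone 18 rose and 1 fell. The study chose some members on these samples, so the counts are not independent evidence. Vpreb3 rose from 3.24 ± 0.24 to 86.4 ± 2.06 TPM (log2 fold change 4.68, SE 0.409, adjusted p = 0.0061) and Rag1 from 2.35 ± 0.537 to 16.8 ± 2.27 TPM (log2 fold change 2.80, SE 0.234, adjusted p = 0.00506). Ebf1 and Pax5, transcription factors of B cell commitment, had log2 fold changes of 2.71 and 2.49, with an adjusted p of 0.111 and 0.0662 without KO replicate 1. Mzb1 had no count in Control and was at least 285-fold higher, with 57.8% of its least covered transcript present in other models. The member that fell, adjusted over the list alone, was the light chain constant gene Igkc, at 70.1 ± 40.2 and 14.8 ± 6.82 TPM (adjusted p = 0.232 over all genes). The list's median was 2.86 (camera, adjusted p = 1.7e-37), and its adjusted p = 0.164 with an estimated correlation.

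Genes of lymphoid-primed progenitors were higher as well, with 5 of 17 members past the test over all genes and 12 adjusted over the list alone. Besides Rag1, which is in both lists together with Dntt, Lef1 rose from 1.01 ± 0.29 to 9.22 ± 0.325 TPM (log2 fold change 3.07, SE 0.416), Cnn3 from 36.7 ± 4.66 to 94.6 ± 9.73 TPM and the chromatin organizer gene Satb1 from 51.5 ± 2.79 to 95.8 ± 7.52 TPM. Il7r, the receptor of the lymphoid cytokine IL-7, had a log2 fold change of 1.73 (adjusted p = 0.0237). Without KO replicate 1, the adjusted p of Lef1, Cnn3, Satb1 and Il7r was 0.109, 0.0632, 0.0519 and 0.227, and without KO replicate 2 that of Lef1 and Il7r was 0.111 and 0.0657. The median of the list was 0.79, with 17 of 17 members positive (camera, adjusted p = 1.6e-20). Its adjusted p = 0.164 with an estimated correlation. In the list of T cells, NK cells and innate lymphoid cells, Tcf7 alone of 17 members rose (log2 fold change 2.94, SE 0.406, adjusted p = 0.0232), and adjusted over the list alone 1 rose and 1, Nkg7, fell. Without KO replicate 2, Tcf7 had an adjusted p of 0.251, and with RSEM's effective lengths as an offset its log2 fold change was 1.42 (adjusted p = 0.533). This list had a median of 1.02 (camera, adjusted p = 0.00699) and an adjusted p = 0.336 with an estimated correlation. It did not pass without Control replicate 2 (adjusted p = 0.0842, median 0.56), and its median was 2.05 without Control replicate 1 and 0.48 without KO replicate 1.

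Some mast cell and basophil genes were higher in KO. Of 21 members tested, 6 rose over all genes tested and 10 adjusted over the list alone. The study named Cma1 and listed others from these samples, so the counts are not independent evidence. Cma1, a mast cell chymase, had no count in Control and 110 ± 19.5 TPM in KO, at least 933-fold higher (adjusted p = 0.000747). Mcpt4 had 1 count in Control and 3645 in KO, a ratio of 2333 with a 95% counting interval of 418 to 92164 (adjusted p = 0.000556). Tpsb2, a tryptase, was at least 481-fold higher, and Cpa3, a carboxypeptidase of mast cells, rose from 25.5 ± 9.47 to 103 ± 18.4 TPM (log2 fold change 1.99, SE 0.273). Other members did not follow, such as the histidine decarboxylase gene Hdc at 28.3 ± 12.9 and 23.4 ± 0.0919 TPM. The list's median was 2.25 (camera, adjusted p = 8.3e-20), and its adjusted p = 0.164 with an estimated correlation. The median was 5.33 without Control replicate 1.

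Some genes listed for the fetal HSC programme were higher in KO. Of 12 members tested, 4 rose over all genes tested and 6 adjusted over the list alone, and 9 were at 1 TPM or more in Control. The study's tables hold Igf2bp3, Hmga2, Lin28b and Plag1 from these samples, so the list is not independent evidence. The RNA-binding protein gene Igf2bp3 rose from 0.24 ± 0.297 to 22.8 ± 0.757 TPM (log2 fold change 6.46, SE 0.66, adjusted p = 0.0074). Lin28b, which blocks the maturation of let-7 microRNAs, rose from 0.50 ± 0.113 to 6.07 ± 2.22 TPM (log2 fold change 3.38, SE 0.434, adjusted p = 0.0173). Hmga2 rose from 11.8 ± 3.67 to 39.2 ± 0.0141 TPM (log2 fold change 1.69, SE 0.217) and Bmi1, a Polycomb gene also known in the self-renewal of adult HSCs, from 43.8 ± 23.5 to 77.5 ± 3.72 TPM (log2 fold change 1.15, SE 0.139). Without KO replicate 1 the adjusted p of Igf2bp3, Lin28b and Bmi1 was 0.565, 0.175 and 0.0769, and without KO replicate 2 that of Igf2bp3 was 0.617. The list's median was 0.91 (camera, adjusted p = 1.1e-10), and its adjusted p = 0.164 with an estimated correlation. Without Control replicate 2 the median was 1.56.

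**Figure D2:**
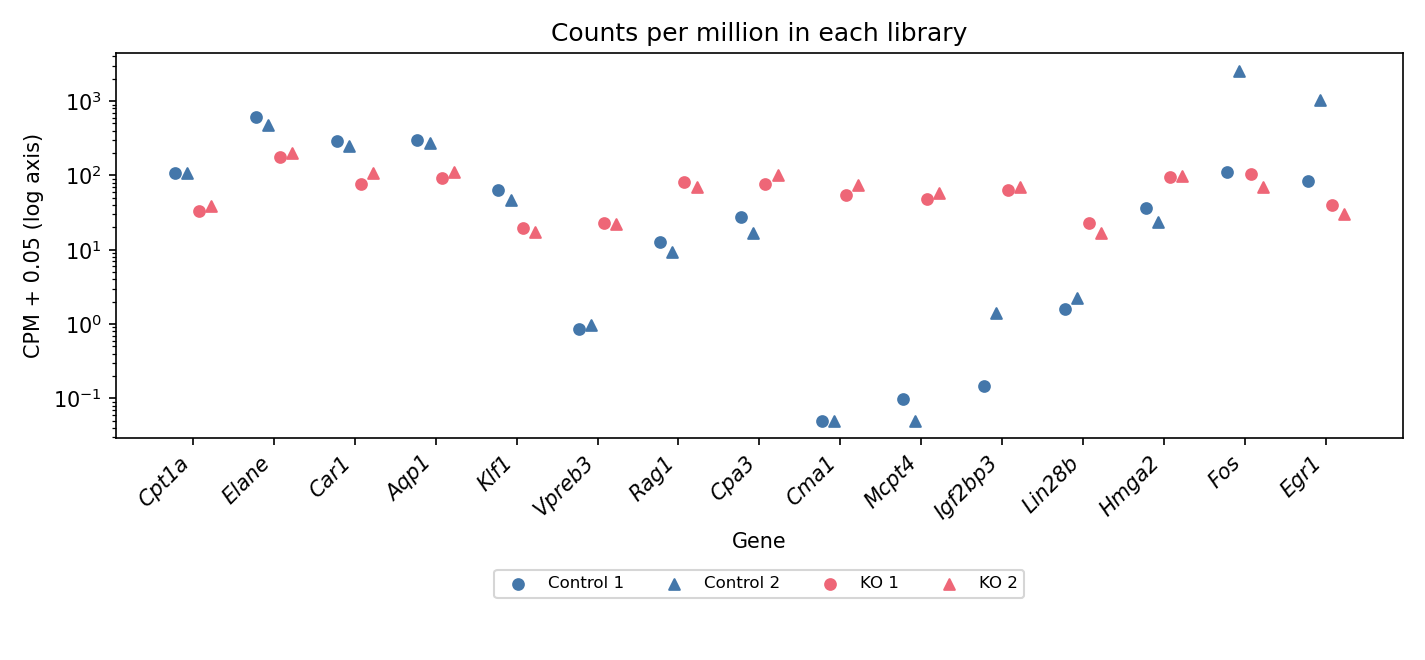
CPM (counts scaled to the same library sum) plus 0.05 on a log axis for selected genes, with 1 point per library (circles replicate 1, triangles replicate 2, blue Control, red KO). Vpreb3 lies at 0.82 and 0.916 CPM in Control and at 22.6 and 22.3 CPM in KO, and Fos is at 2580 CPM in Control replicate 2.

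Lists of energy metabolism had medians between -0.18 and 0.10. The called genes Pklr and Hk3 are not members of the glycolysis list. The mitochondrial fatty acid oxidation list, fixed without Cpt1a, had a median of -0.13 over 32 members (camera, adjusted p = 0.0346), and with edgeR no member passed over all genes tested or adjusted over the list alone (3 lower at an unadjusted p under 0.05, and 3 lower with DESeq2). Its adjusted p = 0.345 with an estimated correlation. Acsl6 and Acsl1, which activate fatty acids, had log2 fold changes of -2.77 (SE 0.69, adjusted p = 0.22) and -0.58 (SE 0.158, adjusted p = 0.27), and Acsl6 had -1.34 with RSEM's effective lengths as an offset and -1.01 with limma on log2(TPM + 1). Without Control replicate 1, Control replicate 2 or KO replicate 1 the list did not pass (adjusted p = 0.0644, 0.0597 and 0.169), and its median was -0.05 in the last of these. Glycolysis had a median of -0.18 over 24 gene models (camera, adjusted p = 0.00303), with 0 members past either adjustment in edgeR (6 lower at an unadjusted p under 0.05, and 6 lower with DESeq2) and an adjusted p = 0.533 with an estimated correlation. Tpi1 had 452 ± 12.8 TPM in Control and 360 ± 8.86 TPM in KO (log2 fold change -0.36, SE 0.092, adjusted p = 0.234), and Hk1 203 ± 1.56 and 158 ± 10.8 TPM. Without KO replicate 1 the glycolysis list had an adjusted p of 0.131 and a median of -0.12.

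Antioxidant defence had a median of -0.22 over 32 members (camera, adjusted p = 1.4e-05) and an adjusted p = 0.164 with an estimated correlation. Prdx2, a peroxiredoxin abundant in red cells, fell from 358 ± 15.7 to 230 ± 13.1 TPM (log2 fold change -0.57, SE 0.0944, adjusted p = 0.0497), and was the only member past the test over all genes, against 3 adjusted over the list alone (with Glrx5 and Prdx6). Without KO replicate 1 or 2, Prdx2 had an adjusted p of 0.326 or 0.27. Nuclear genes of the respiratory chain did not differ as lists, with medians of -0.02 for complex I (camera, adjusted p = 0.414), -0.10 for complex III (0.197), -0.02 for complex IV (0.397) and -0.05 for complex V (0.687). Complex II had a median of -0.08 but a mean of 0.03 (0.499). The mitochondrial genome had a median of 0.10 (adjusted p = 0.238), which passed without Control replicate 1 (adjusted p = 0.00327, median 0.30). Medians were -0.04 for the TCA cycle and pyruvate entry (adjusted p = 0.133), -0.05 for peroxisomal fatty acid oxidation (0.664) and -0.02 for cholesterol synthesis (0.245). The TCA list passed without KO replicate 2 (adjusted p = 0.0164), and its median was -0.10 without Control replicate 2. Without Control replicate 1 the medians were 0.02 for complexes I and II, 0.01 for complex V, 0.09 for peroxisomal oxidation and -0.20 for cholesterol synthesis, and without KO replicate 1 they were 0.01 for complexes I and IV. With edgeR, no member of the respiratory chain, mitochondrial genome, TCA, peroxisomal and cholesterol lists passed over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 each of these lists had at most 3 such members, and DESeq2 called at most 1 in each.

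G2/M and mitosis genes had a median of 0.21 with 30 of 35 members positive (camera, adjusted p = 0.000268), with no member past either adjustment in edgeR (9 higher at an unadjusted p under 0.05, and 7 higher with DESeq2) and an adjusted p = 0.533 with an estimated correlation. Mki67, a proliferation marker, had 140 ± 19.6 TPM in Control and 189 ± 17.2 TPM in KO (log2 fold change 0.40, SE 0.102, adjusted p = 0.237), and the kinesin gene Cenpe 28.3 ± 6.99 and 45.9 ± 2.05 TPM (adjusted p = 0.198). Without Control replicate 2 the list had an adjusted p of 0.0564. S phase genes had a median of -0.06 (adjusted p = 0.133). In that list 0 members passed the test over all genes and 1, Ccne1, was lower adjusted over the list alone. Its median was -0.0005 without KO replicate 1, -0.03 without either Control replicate and -0.09 without KO replicate 2. That list passed without KO replicate 2 (adjusted p = 0.0355). Genes of LT-HSC identity had a median of -0.17 over 30 members (adjusted p = 0.152), none past either adjustment in edgeR (1 higher and 6 lower at an unadjusted p under 0.05, 1 higher and 3 lower with DESeq2). Mecom and Esam had log2 fold changes of -0.78 (SE 0.26, adjusted p = 0.376) and -0.85 (SE 0.271, adjusted p = 0.356), and Foxo3 0.50 (SE 0.109, adjusted p = 0.156). Without Control replicate 1 this list passed (adjusted p = 0.00889, median -0.34), and without Control replicate 2 its median was -0.03.

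Control replicate 2 stood apart in genes that respond within minutes to tissue handling. Of 22 immediate early and heat shock genes, 21 were highest in this library, with a median of 519 CPM against 44.6 in Control replicate 1, 37.8 in KO replicate 1 and 38.1 in KO replicate 2. Fos was at 2580 CPM there, and at 111, 104 and 70.2 CPM in the others. The list's median was -2.45 with all 22 members negative (camera, adjusted p = 1.3e-06), with no member past either adjustment in edgeR (3 lower at an unadjusted p under 0.05, 1 lower with DESeq2) and an adjusted p = 0.533 with an estimated correlation. Without Control replicate 2 the median was -0.24 (adjusted p = 0.00753).

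Of the remaining lists, none passed, and edgeR called no member over all genes tested or adjusted over the list alone except in stroma and endothelium. At an unadjusted p under 0.05 the counts higher and lower were 3 and 2 for p53, 4 and 3 for interferon, 2 and 2 for monocytes, 0 and 2 for megakaryocytes and 1 and 0 for calcium, and with DESeq2 they were 2 and 2, 3 and 3, 1 and 2, 0 and 1, and 1 and 0. There Pdgfrb, a growth factor receptor, rose from 12.7 ± 1.70 to 31.4 ± 1.41 TPM (log2 fold change 1.27, SE 0.153, adjusted p = 0.0133) and Alpl from 1.14 ± 0.467 to 10.5 ± 4.16 TPM (log2 fold change 3.13, SE 0.517, adjusted p = 0.049), the 2 members of 12 that passed over all genes and also adjusted over the list alone. Without KO replicate 1, Pdgfrb and Alpl had adjusted p of 0.0556 and 0.619, and without KO replicate 2 Alpl had 0.0543. The list's median was 0.25 and its mean -0.41, with a test upward (adjusted p = 0.0697), which passed without KO replicate 2 (adjusted p = 0.0374, median 0.38). Its median was 0.87 without Control replicate 1, 1.43 without Control replicate 2 and -0.13 without KO replicate 1. The p53 and DNA damage list had a median of 0.26 (adjusted p = 0.0697) and passed without Control replicate 2 (adjusted p = 0.0234, median 0.47). Medians were 0.06 for the interferon response (adjusted p = 0.65), 0.05 for monocytes, macrophages and dendritic cells (mean -0.27, test downward, adjusted p = 0.82) and -0.24 for megakaryocytes (mean 0.27, test downward, adjusted p = 0.238). The interferon median was -0.03 without Control replicate 1 or KO replicate 2, that of monocytes -0.09 without Control replicate 2 and -0.12 without KO replicate 2, and that of megakaryocytes -0.46 without Control replicate 2 and -0.14 without Control replicate 1 or KO replicate 1. Calcium entry and mitochondrial calcium uptake, with members the study chose on these samples and so not independent evidence, had a median of -0.05, a mean of 0.26 and a test downward (adjusted p = 0.862), and its median was 0.01 without Control replicate 2. Cacna1h had 1 count in Control and 78 in KO, a ratio of 49.9 with a 95% counting interval of 8.70 to 1997 (adjusted p = 0.537).

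**Figure D3:**
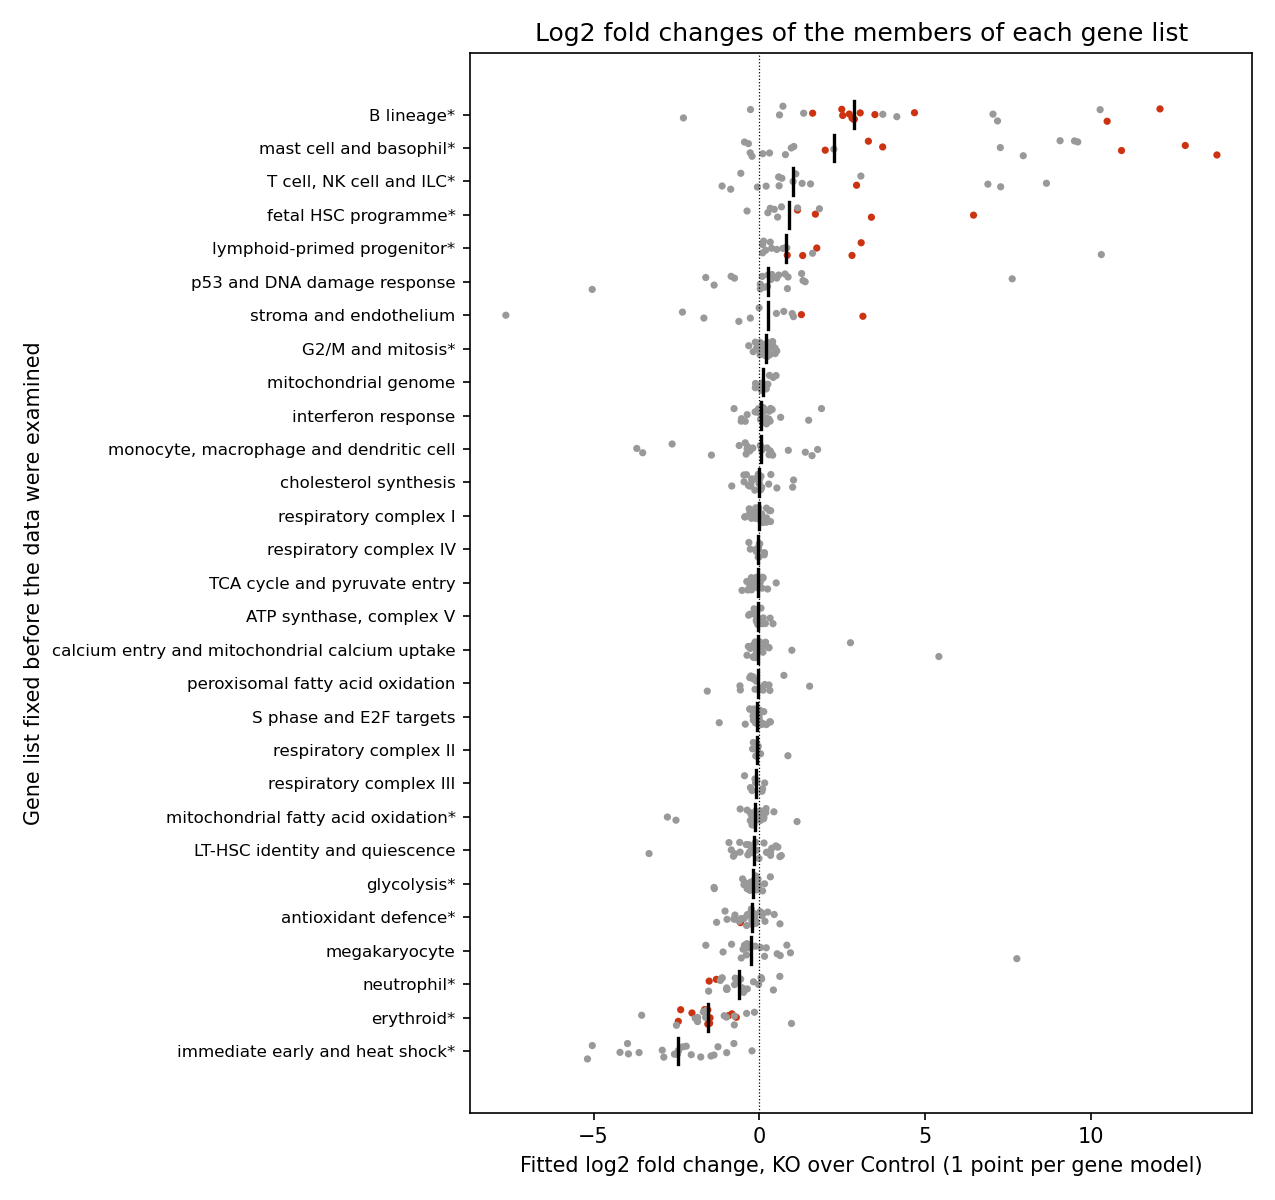
Fitted log2 fold changes, KO over Control, of the members of each gene list (1 point per gene model, red where the adjusted p over all genes is under 0.05, black bar the median, asterisk a camera adjusted p under 0.05). The erythroid list has a median of -1.56 and the B lineage list of 2.86, and fitted values of genes with no count in a group depend on the prior count.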

Values the study reported

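The study reported 392 genes lower and 545 genes higher in KO cells at a fold change above 2.0.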

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

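Of the alternatives below, summing overlapping gene models and using RSEM's posterior mean counts were chosen only after the result was seen. All alternatives chosen before the data were examined ran. Named genes kept direction and side of the threshold in 2177 of 2441 comparisons with an alternative, lost a call in 187, gained one in 71 and changed sign in 6. Gene lists did so in 480, 42, 16 and 13 of 551. A gene never called counts as kept while it stays uncalled, so the gene total does not show how stable the calls were. Of the 187 lost calls, 46 came with the length offset, and 45 and 50 with limma on log2(TPM + 1) and log2(TPM + 0.1). Leaving out a library leaves 1 in its group, which was assumed to vary like the other group. Where a value below moved, the cause was not tested, except that fewer libraries or genes entered where a library was left out or a filter changed. The replicate block gave 54 genes higher and 30 lower, with 229 higher and 147 lower at the study's threshold. Replicates share only a number, and their differences had a correlation across genes of -0.0239. In the paired fit the p53 list had an adjusted p of 0.0477.

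Genes higher numbered 3 with the effective length offset, 286 with DESeq2, 5 and 0 with limma on log2(TPM + 1) and log2(TPM + 0.1), and 24 to 184 with a library left out. Genes lower numbered 59 with no filter, 41 with the stricter filter, 1 with the length offset, 179 with DESeq2, 0 and 0 with limma, and 17 to 115 with a library left out. At the study's threshold, limma with a pseudocount of 0.1 had 445 higher and 270 lower, and with 1 it had 407 and 271. Genes higher at that threshold numbered 551 with robust=FALSE, 674 with DESeq2, 851 with no fold limit, and 149 to 757 with a library left out. Genes lower at it numbered 411 with DESeq2, 674 with no fold limit, and 136 to 346 with a library left out. Of the 84 calls, 4 were shared with the length offset, 65 with robust=FALSE and 84 with DESeq2.

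Cpt1a had a log2 fold change of -1.27 with the length offset and -1.23 and -1.28 with limma, and -1.71 to -1.49 with a library left out. The Nnt model ENSMUSG00000116207 had -2.71 with posterior means (adjusted p = 0.163), 0.0176 with models summed, and -4.22 and -7.47 with limma. Sdhb had -0.463 to 0.0207, Sdhc -0.173 to 0.00608 and Hdc -0.856 to 0.126 with a library left out, and Sdhc 0.0065 and 0.0067 with limma.

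With an estimated correlation, the adjusted p was 0.164 for antioxidant defence, B lineage, erythroid, fetal HSC programme, lymphoid-primed progenitor and mast cell and basophil lists, 0.336 for neutrophil and T cell lists, 0.345 for mitochondrial fatty acid oxidation, and 0.533 for G2/M, glycolysis and immediate early lists. With fry it was 0.0573 for lymphoid-primed, 0.0784 for erythroid, fetal, mast and T cell, 0.0815 for antioxidant and B lineage, 0.11 for mitochondrial fatty acid oxidation, 0.252 for glycolysis and neutrophil, 0.254 for G2/M and 0.472 for immediate early lists, and the direction turned for calcium (0.695) and monocytes (0.949). With fry in either direction it was 0.115 for G2/M, 0.123 for glycolysis and neutrophil, 0.156 for mitochondrial fatty acid oxidation, 0.424 for immediate early, 0.00169 for interferon, 0.0146 for p53 and 0.015 for stroma.

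With the length offset the adjusted p was 0.247 for mitochondrial fatty acid oxidation, 0.17 for the T cell, NK cell and ILC list and 0.948 for calcium, the last with its direction turned. With the stricter filter it was 0.0683 for mitochondrial fatty acid oxidation, 0.71 for the monocyte, macrophage and dendritic cell list (direction turned) and 0.000156 for stroma and endothelium, which had 0.0416 with robust=FALSE and 0.0141 with thinned libraries, and p53 had 0.0449 with thinned libraries. With limma at pseudocounts of 1 and 0.1 it was 0.293 and 0.247 for mitochondrial fatty acid oxidation, 0.336 and 0.288 for T cells, and 0.0175 and 0.024 for the mitochondrial genome, and the direction turned for complex V (0.822 and 0.851) and calcium (0.956 and 0.939).

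With a library left out, the adjusted p ranged from 0.352 to 0.894 for complex V, 0.503 to 0.962 for calcium, 0.00284 to 0.169 for mitochondrial fatty acid oxidation, 0.00327 to 0.962 for the mitochondrial genome, 0.375 to 0.876 for monocytes, 0.0234 to 0.297 for p53, 0.352 to 0.965 for peroxisomal oxidation, 0.0355 to 0.562 for S phase, 0.0374 to 0.619 for stroma and endothelium, 0.00889 to 0.0842 for T cell, NK cell and ILC, 0.0164 to 0.452 for TCA, 0.00889 to 0.747 for LT-HSC identity, 9.46e-06 to 0.0564 for G2/M and 9.08e-05 to 0.131 for glycolysis.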

Other observations

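The counts at the study's threshold and the tests of depth for B lineage and mast cell genes and of let-7 targets were set before their result was seen. The tests of shared reads, mature B cells, fewer LT-HSCs and depth for fetal HSC genes were chosen after their result was seen, as were the genes of the next paragraph.

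Genes outside the lists also differed. Ezh2, the methyltransferase of the Polycomb complex PRC2, fell from 159 ± 6.34 to 98.2 ± 30.4 TPM (log2 fold change -1.11, SE 0.144, adjusted p = 0.0178, but -0.73 and 0.489 with RSEM's effective lengths as an offset), and Sphk1, a sphingosine kinase, from 47.6 ± 19.7 to 10.3 ± 1.03 TPM (log2 fold change -2.11, adjusted p = 0.0133, 0.0519 without KO replicate 1). Gfra2, a receptor of the GDNF family, rose from 2.26 ± 0.99 to 17.2 ± 4.42 TPM (log2 fold change 4.13, adjusted p = 0.00764, but 2.87 and 0.207 with the length offset). St6gal1, a sialyltransferase, rose from 0.475 ± 0.0636 to 10.1 ± 4.13 TPM (adjusted p = 0.0132, 0.0662 without KO replicate 1). Bmpr1a had no count in Control and 2.88 ± 0.099 TPM in KO (adjusted p = 0.00953). Cd48, a surface protein low on LT-HSCs, was at 84.1 ± 5.44 TPM in Control and rose to 153 ± 9.91 TPM (adjusted p = 0.0491, 0.405 without KO replicate 1 and 0.178 without KO replicate 2).

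At the study's threshold, 195 genes were lower with edgeR. That is lower than the count quoted from the study above. At that threshold 357 genes were higher with edgeR. That is also lower than the count quoted above. With DESeq2, 411 genes were lower and 674 higher at the same threshold. Those are above the counts quoted. With edgeR, genes higher numbered 551 with robust=FALSE, 607 without Control replicate 1 and 757 without Control replicate 2, and 149 and 154 without KO replicates 1 and 2. The first 3 of these are above the count quoted, so for genes higher the direction depends on the tool, the setting and single libraries. Genes lower numbered 227 with robust=FALSE, under the count quoted, and stayed under it with each library left out. For genes lower the direction thus turned with DESeq2, but not with that setting or with single libraries. The study names DESeq2 as its tool, so the DESeq2 counts are the closer match, and a legend of the study gives more RNA-seq samples per group than were used here.

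Nnt and Gm8210 were weighed against reads shared between gene models. With both Nnt models summed the log2 fold change was 0.0176, and the lower bound of its 95% interval, -0.33, argues against Nnt transcripts being reduced by a log2 change of -1 or more. Reads moved between the models may thus account for the loss in ENSMUSG00000116207. For Gm8210, the log2 ratio of -0.13 over all matching models leaves shared reads open, since Gm8210 made up 6.29% and 7.84% of that sum in KO and its rise alone would hardly move it. A strain variant at Nnt that differs between the mice, and the genotype itself, stay open and were not tested, nor were reads of single exons.

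Of 22 B lineage and 21 mast cell genes 12 and 6 passed as higher, and of 28 erythroid and 23 neutrophil genes 12 and 2 passed as lower, while with an estimated correlation the lists had an adjusted p = 0.164, 0.164, 0.164 and 0.336. Deeper KO libraries are argued against, since all 18 of 18 B lineage and mast cell calls were kept with libraries thinned to the smallest total. Fewer LT-HSCs with more of every other cell type are argued against too. That would raise erythroid genes, whose median was -1.56. Fewer LT-HSCs with more of only some other types stay open. The study reports fewer LT-HSCs with more common myeloid and megakaryocyte/erythrocyte progenitors in KO marrow. Mature B cells are argued against as the source of higher Igll1, Rag1 and Vpreb1, which such cells lack. With Dntt and Rag2, also lacking there, the median log2 fold change was 2.80. Dntt (0.71, adjusted p = 0.132) and Rag2 (1.34, adjusted p = 0.413) did not pass. Among genes abundant in such cells, Cd74 rose by 25.1, H2-Ab1 by 17.8, H2-Aa by 5.20 and H2-Eb1 by 2.24 TPM. Igkc differed by -55.3 TPM, to 14.8 ± 6.82 TPM in KO. The median over these genes was 5.20 TPM. Cd79a and Cd79b rose by 57.6 and 53.2 TPM, which argues against such cells as their main source. Ighm, an immunoglobulin constant gene outside this set, had 262 ± 52.9 TPM in Control and 399 ± 25.4 TPM in KO (adjusted p = 0.186). A smaller part from such cells thus stays open. The study describes an enrichment for c-Kit, a lineage stain that includes B220, and LT-HSCs as cells with EPCR and CD150 but no CD48, a gate that would remove mature B cells and also progenitors that carry B220 or CD48 or lack EPCR or CD150. The sequenced cells were not tested against this gate, and the study's text calls them stem and progenitor cells. In Control, Cd48 stood at 84.1 ± 5.44, Flt3 at 201 ± 30.8 and Slamf1, the CD150 gene, at 4.4 ± 0.021 TPM. Procr, the EPCR gene, and Kit stood at 42.2 ± 18.0 and 242 ± 15.1 TPM. Progenitors outside the gate thus stay open. A different mix of B lineage and mast cell progenitors among the sorted cells may account for the pattern, as may a change of expression per cell or the genotype. These were not separated in pooled cells.

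Of 12 fetal HSC genes 4 passed as higher (the list had an adjusted p = 0.164 with an estimated correlation), Lin28b among them, and Lin28b blocks let-7. Genes with a let-7 seed match in the 3' UTR (632 of 12718) had a median log2 fold change 0.0339 above that of other genes, and 43.4% of 419 control sequences of the same composition gave a lower difference, which argues against a general rise of let-7 targets. Deeper KO libraries are argued against by the 4 of 4 calls kept after thinning. The study's methods name adult mice unless stated otherwise. A difference in the developmental state of the sorted cells may account for the pattern, as may the genotype, and neither was tested.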
